A study of Mus musculus with 27 samples.

How the data were processed

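Expression was measured by RNA sequencing of hepatocytes isolated from the livers of female mice of 9 inbred strains, 3 libraries per strain, all at 12 weeks of age per the labels. Per the labels' protocols, total RNA was extracted with a column kit that included DNase digestion, polyadenylated RNA was selected on oligo-dT beads, and libraries were made with a TruSeq RNA kit. The kit's name does not state a strand-specific protocol, so genes that overlap on opposite strands are treated as uncertain. The authors deposited a single table of estimated counts (also called expected counts) per Ensembl mouse gene, not scaled to depth. The aligner, the counting program, the genome build and the annotation release are not stated in the labels or the table. Of the deposited values, 14.7% were not whole numbers, in 10372 genes, which shows that reads matching several genes or transcripts were divided between them. It is not stated whether reads were aligned to the C57BL/6J genome or to a genome of each strain, and this can change the counts of divergent strains. No genome coordinates are printed for that reason.

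The estimated counts were rounded to whole numbers, which changed library totals by at most 0.00026%. Library totals ran from 17015932 to 35078483 counts. Gene symbols were taken from the GENCODE M21 annotation, which named 42462 of the 43346 gene IDs; IDs without a symbol held 0.0579% of the counts. The annotation was otherwise used only for gene type, the order and spacing of neighbouring genes, and the length and GC content of the longest transcript. All columns of the table matched a sample by its label.

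Differences were tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1). Genes were kept with filterByExpr with the strain as group, which left 14482 genes. Library sizes were scaled with TMM normalization factors, which ran from 0.722 to 1.226. A single quasi-likelihood model (glmQLFit, glmQLFTest) was fitted to all 27 libraries with the strain as the only factor, so that all strains shared an estimate of the spread. All strain coefficients were tested together, and each strain was tested against C57BL/6J. P-values were adjusted by the method of Benjamini and Hochberg and called under 0.05. Standard errors of log2 fold changes were derived from the F statistic. CPM values in the text are counts scaled to the TMM-adjusted library size by edgeR's cpm function. Where all libraries of the lower group held 3 counts or fewer, the fold change was computed against 3 counts and is a lower bound. Such floors and the intervals given cover counting error only, since reads amplified by PCR are not independent molecules. Strain ranges were computed on log2(CPM + 0.5).

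Library similarity, principal components, shares of variance and list means used log2 CPM with a prior count of 2. Similarity and list means were tested with 100000 permutations of the strain labels. The share of variance and the number of genes called among the 9 strains were compared with 100 random regroupings of the libraries, the real one included. Replicate 1 was compared with the other libraries of its strain by an exact permutation test over the 2187 ways to choose a library in each of 7 strains. The C57BL/6J comparisons were compared with the 10 splits of the 6 libraries into 3 and 3. The 11 gene lists cover hepatocytes, Kupffer cells (the macrophages of the liver), liver endothelial cells, stellate cells (its fibroblast-like cells), lymphocytes, erythroid cells, immediate early genes, acute phase genes, interferon response genes, lipogenesis genes and chromatin regulators. The chromatin regulator list was also set against 10000 random lists matched on mean expression in 20 bins.

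The genes named in the text followed a rule fixed with the design, the lists and the first set of alternatives before the data were examined. The rule took genes that check sex and strain labels, the 6 genes with the largest F for the strain effect among genes averaging at least 10 CPM, and the largest increase and decrease of each strain against C57BL/6J among called genes. The latter needed at least 10 CPM in the higher strain and no overlap between the libraries of the strains. The rule also took the 5 genes with the largest share of counts. Predicted genes, genes without a symbol, pseudogenes and major urinary protein genes were passed over among the genes taken by F or by fold change. With 3 libraries against 3, 10% of genes separate without overlap by chance.

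The alternatives tried were DESeq2 1.42.0 in place of edgeR, median-of-ratios size factors, no filter on low counts, a mean of at least 10 counts, the replicate number as a factor, a fit on the 6 libraries of each pair of strains, other prior counts, each gene scaled to unit SD in the lists, and leaving out each library in turn. After the data were examined, alternatives were added without rounding, with a trend on GC content removed from each library (99.1% of tested genes had a GC value), and with list means as covariates. DESeq2 gave no adjusted p for 2 genes in each comparison, which were left out of its counts.

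The model was tested on simulated counts drawn from the real means and library sizes for 14482 genes, of which 200 were changed in PWK/PhJ. It recovered 60% of the genes changed 2-fold and 94% of those changed 4-fold in the comparison with C57BL/6J, with 6 other genes called. The test over 9 strains recovered 80.5% of the changed genes with 9 others called, an unchanged comparison gave 0 calls, and the median share of variance with no strain effect was 30.1%, where 30.8% is expected. Figures were drawn with matplotlib.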

Results

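Hepatocyte RNA was sequenced from female mice of 9 inbred strains at 12 weeks of age, with 3 libraries per strain and 27 libraries in total. The strains were C57BL/6J, 129S1/SvImJ, A/J, DBA/2J, NOD/ShiLtJ, NZO/HlLtJ, WSB/EiJ, CAST/EiJ and PWK/PhJ. Hepatocytes are the main cell type of the liver. The wider study set expression beside histone marks and DNA methylation in the same mice, and asked how genetic differences between strains relate to both; only expression is analysed here. The library totals ran from 17015932 estimated counts in CAST/EiJ replicate 5 to 35078483 in A/J replicate 3. Of 43346 genes in the table, 18517 had 0 in all libraries and 14482 passed the filter on low counts; these held 99.97% of all counts. At this depth, 1 count in a library corresponded to between 0.0253 and 0.0515 CPM (counts scaled to library size). The albumin transcript Alb (ENSMUSG00000029368) took 12.7% ± 2.71 (SD, n = 27) of the counts, from 9.17% to 19.26%. In A/J it took 18.7% ± 0.913 (SD, n = 3). The next 4 genes by mean share were Trf (2.47%), Apoe (1.98%), mt-Co1 (1.94%) and C3 (1.55%). No library pair within a strain agreed within sampling noise: the chi-square statistic per degree of freedom over genes ran from 26.4 to 147.1. This does not show that each library came from a separate mouse, since repeat libraries of the same sample can also exceed counting noise. All 27 libraries were counted as separate because the labels give them as biological replicates.

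Genes fixed before the data were examined were used to check the labels. Xist, which is transcribed from the inactive X chromosome in female cells, had counts in all 27 libraries, the lowest being 4233 in C57BL/6J replicate 1. Its strain means ran from 223.4 ± 31.5 CPM in CAST/EiJ to 552.9 ± 119 CPM in A/J (SD, n = 3 each; edgeR adjusted p 0.0087). With the replicate number as a block, the edgeR adjusted p of the strain effect on Xist was 0.0522. The estimated counts of Xist were not whole in 26 libraries, so its level is uncertain to that extent. Among Y-linked genes, Ddx3y and Eif2s3y had 0 counts in every library, Uty had at most 5 and Kdm5d at most 9. The estimated counts of Uty were not whole in 23 libraries and those of Kdm5d in 18, so reads were divided between these genes and similar sequences. Nnt (ENSMUSG00000025453), which is partly deleted in C57BL/6J, had 38.8 ± 3.59 CPM (SD, n = 3) in that strain. In the other strains it ran from 102.6 ± 3.74 CPM in CAST/EiJ to 166.2 ± 21.5 CPM in DBA/2J (SD, n = 3 each). The strain effect on Nnt had an adjusted p of 3.44e-10 in the edgeR quasi-likelihood test. Hc (ENSMUSG00000026874) was lowest in NOD/ShiLtJ (191.5 ± 19.8 CPM), DBA/2J (328.1 ± 35.5 CPM) and A/J (368.6 ± 64.7 CPM), against 665.7 ± 23.4 CPM in NZO/HlLtJ, the next lowest strain (SD, n = 3 each; edgeR adjusted p 1.25e-09). Glo1 (ENSMUSG00000024026) was highest in A/J, with 948.5 ± 205 CPM (SD, n = 3), and lowest in NOD/ShiLtJ, with 195.4 ± 24.7 CPM (SD, n = 3; edgeR adjusted p 1.77e-11). Its estimated counts were not whole in 27 of 27 libraries, so its level is uncertain by the reads it shared with other sequences. Abcc6 was lowest in 129S1/SvImJ, at 115 ± 17.1 CPM (SD, n = 3), and Mx1 in WSB/EiJ, at 0.115 ± 0.0304 CPM (SD, n = 3), with edgeR adjusted p of 3.74e-06 and 1.79e-07. The level of Mx1 is uncertain too, with 3 counts or fewer in each WSB/EiJ library and estimated counts that were not whole in 26 libraries. Gpnmb did not pass the filter on low counts and was not tested.

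**Figure D1:**
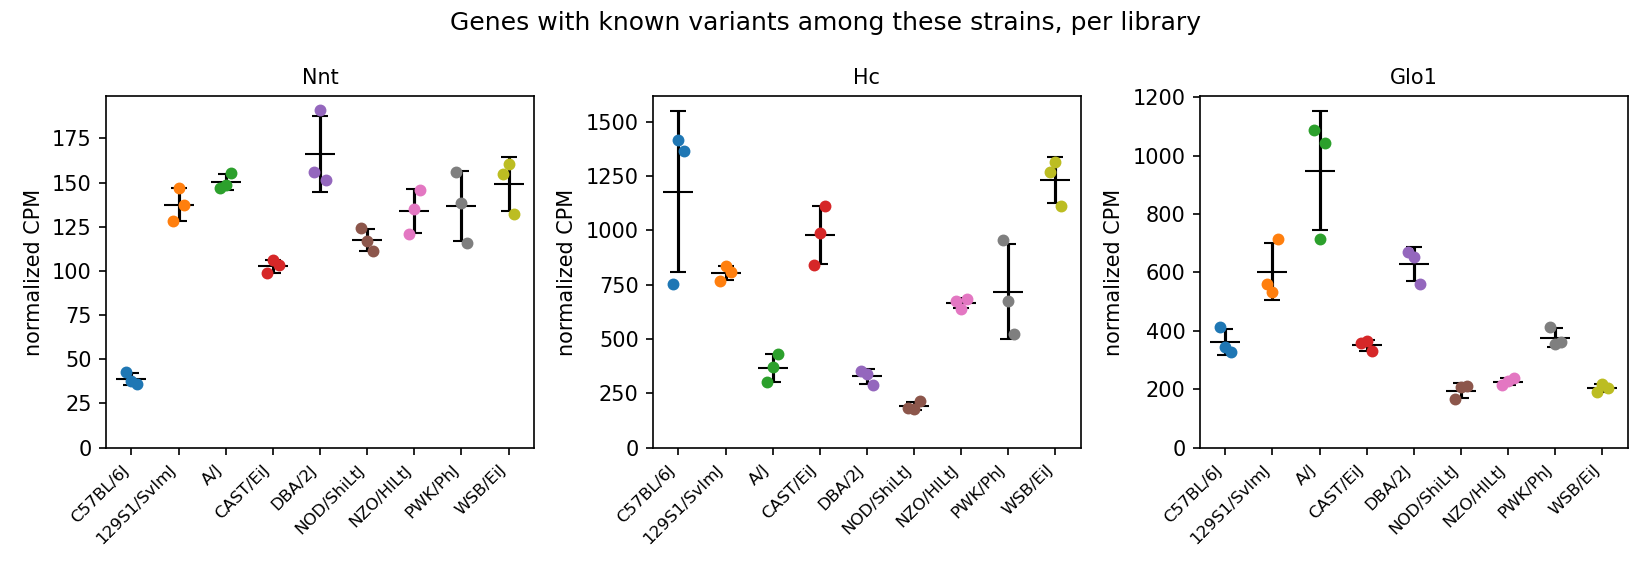
Normalized CPM (vertical axis, from 0) of Nnt, Hc and Glo1 in each of the 27 libraries, by strain. Points are libraries and black bars are the mean ± SD of 3 libraries; Nnt lay at 38.8 CPM in C57BL/6J and at 102.6 CPM or more on average in each of the other strains.

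The first comparison asked whether libraries of one strain resembled each other more than libraries of different strains. Pearson's correlation of log2 CPM, taken across the 14482 genes, averaged 0.977 over the 27 pairs within strains and 0.918 over the 324 pairs between strains. The difference was 0.0588, with a p of 1e-05 in a two-sided permutation test on strain labels, the smallest value that 100000 permutations can give. The alternative that moved this difference most was the absence of a filter on low counts, with 0.0248. For 27 of 27 libraries the most similar other library came from the same strain. CAST/EiJ and PWK/PhJ were the least similar pair of strains, with a mean correlation of 0.872, and NOD/ShiLtJ and NZO/HlLtJ the most similar, with 0.948. The mean correlation with the libraries of other strains was 0.889 for CAST/EiJ and 0.892 for PWK/PhJ. For the remaining strains it lay between 0.921 in WSB/EiJ and 0.93 in 129S1/SvImJ. The first principal component held 20.9% of the variance and separated CAST/EiJ, and the second held 18.3% and separated PWK/PhJ.

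**Figure D2:**
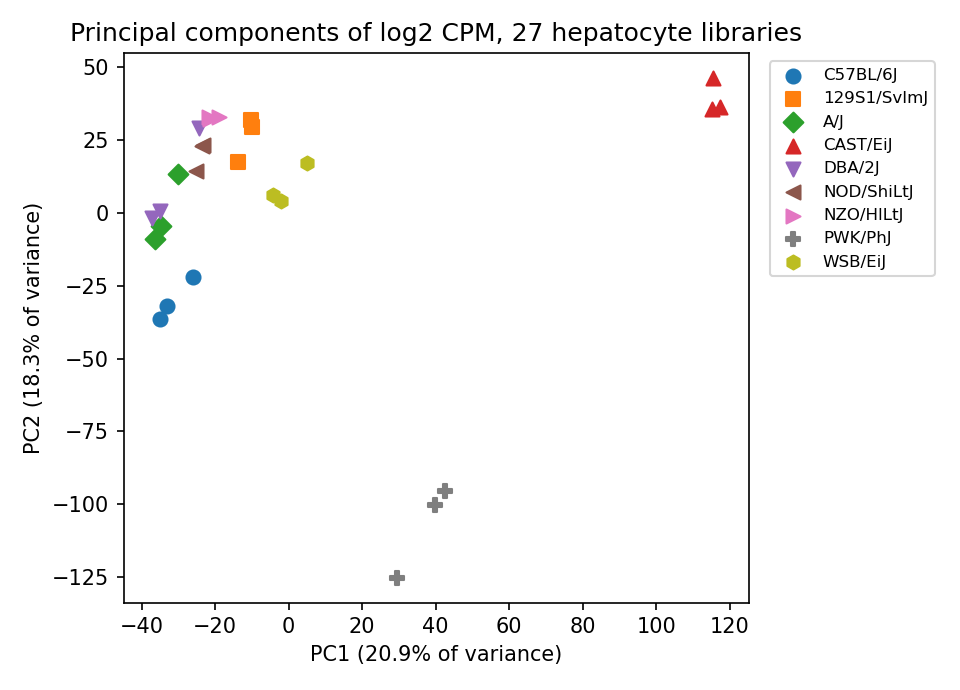
First and second principal components (20.9% and 18.3% of the variance of log2 CPM) of the 27 libraries, each point a library coloured and shaped by strain. The 3 CAST/EiJ libraries lie apart on the first component and the 3 PWK/PhJ libraries on the second.

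The second comparison asked how much of each gene's variance lay between strains, and which genes differed among the 9 strains. The median between-strain share of the sum of squares was 66.6% over 14482 genes, with quartiles of 53.2% and 79.5%. Random regroupings of the libraries into groups of 3 gave medians from 24.5% to 37.7%. Without a filter on low counts the median was 54.9%, the largest move among the alternatives. In the edgeR quasi-likelihood test for any difference among strains, 10746 of 14482 genes (74.2%) had a Benjamini-Hochberg adjusted p under 0.05, and 5428 had one under 0.001. Of the 10746 genes, 6332 differed by at least 2-fold between the highest and lowest strain means and 914 by at least 8-fold. Among the alternative filters, size factors and tests, a mean of at least 10 counts moved the number most, to 9915 genes among fewer tested. CAST/EiJ had the highest mean in 18.9% and the lowest in 18.5% of the genes called, where 11.1% would be an equal share, and PWK/PhJ had the highest in 17% and the lowest in 14%.

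The 6 genes with the largest F statistics among genes averaging at least 10 CPM had levels that fell into separate ranges by strain. Cwc22 (ENSMUSG00000027014) had 260.8 ± 15.2 CPM in WSB/EiJ (SD, n = 3) and at most 7.59 CPM on average in each other strain. Mterf3 (ENSMUSG00000021519) had 306.1 ± 56.4 CPM in PWK/PhJ (SD, n = 3), and its mean in the other strains reached at most 15.1 CPM, in CAST/EiJ. Ces2h (ENSMUSG00000091813) had 54 ± 5 CPM in CAST/EiJ, 112.6 ± 37.4 CPM in PWK/PhJ and 153 ± 7.29 CPM in WSB/EiJ (SD, n = 3 each), and at most 0.682 CPM on average elsewhere. Tpm3-rs7 (ENSMUSG00000058126) averaged 0.242 CPM or less in C57BL/6J, 129S1/SvImJ and A/J, and 25.9 CPM or more in the other strains. C1s2 (ENSMUSG00000079343) averaged 0.168 CPM or less in C57BL/6J, 129S1/SvImJ and NZO/HlLtJ, and from 8.9 CPM in PWK/PhJ to 49.3 CPM in WSB/EiJ. Serpina3c (ENSMUSG00000066361) averaged 112 CPM or more in 129S1/SvImJ, DBA/2J, NOD/ShiLtJ and WSB/EiJ and 0.926 CPM or less in the others. The edgeR adjusted p of these genes ran from 9.66e-22 for Serpina3c to 1.16e-19 for C1s2. Ces2h had whole counts in every library. The estimated counts of Serpina3c, Mterf3, Tpm3-rs7 and C1s2 were not whole in 27 of 27 libraries and those of Cwc22 in 15, so reads were divided between these genes and similar sequences and their levels are uncertain to that extent.

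The third set of comparisons set each strain against C57BL/6J, the strain of the mouse reference genome. In the edgeR fit to all 27 libraries, the number of genes with an adjusted p under 0.05 was largest for CAST/EiJ, with 5507 genes (2659 higher and 2848 lower than in C57BL/6J). It was 4249 for NZO/HlLtJ (1908 higher, 2341 lower), 3797 for PWK/PhJ (1807 higher, 1990 lower) and 3026 for 129S1/SvImJ (1332 higher, 1694 lower). NOD/ShiLtJ differed in 2302 genes (1070 higher, 1232 lower) and WSB/EiJ in 1976 (997 higher, 979 lower). The numbers were smallest for DBA/2J, with 1312 genes (709 higher, 603 lower), and A/J, with 1135 (552 higher, 583 lower). Which direction held more genes depended on the handling of GC content and on single libraries in some comparisons. With a GC trend removed from each library, an alternative chosen after the data were examined, the numbers were 3124 higher and 2677 lower for CAST/EiJ, 2295 and 2273 for NZO/HlLtJ, 1995 and 1952 for PWK/PhJ and 578 and 567 for A/J. Without C57BL/6J replicate 1 they were 2167 higher and 2112 lower for 129S1/SvImJ, 2992 and 2931 for CAST/EiJ and 1525 and 1415 for NOD/ShiLtJ. Single libraries decided part of the totals too. Without C57BL/6J replicate 4, 129S1/SvImJ differed in 1493 genes, NOD/ShiLtJ in 1278 and NZO/HlLtJ in 2288. Without C57BL/6J replicate 1 the same 3 numbers were 4279, 2940 and 5112. For 129S1/SvImJ the number was also 1815 without C57BL/6J replicate 2, and 1848 and 1744 without its own replicates 1 and 2. For NOD/ShiLtJ it was 1513 without replicate 2 and 1438 without replicate 3 of that strain, and for NZO/HlLtJ 2686 without replicate 1 and 2670 without replicate 2. With the Kupffer cell and endothelial list means as covariates, an alternative chosen after the data were examined, the number was 983 for NZO/HlLtJ, 669 for 129S1/SvImJ, 1219 for NOD/ShiLtJ, 2698 for CAST/EiJ and 1738 for A/J. The fit on the 6 libraries of the 2 strains alone gave 624 for A/J and 2265 for PWK/PhJ.

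**Figure D3:**
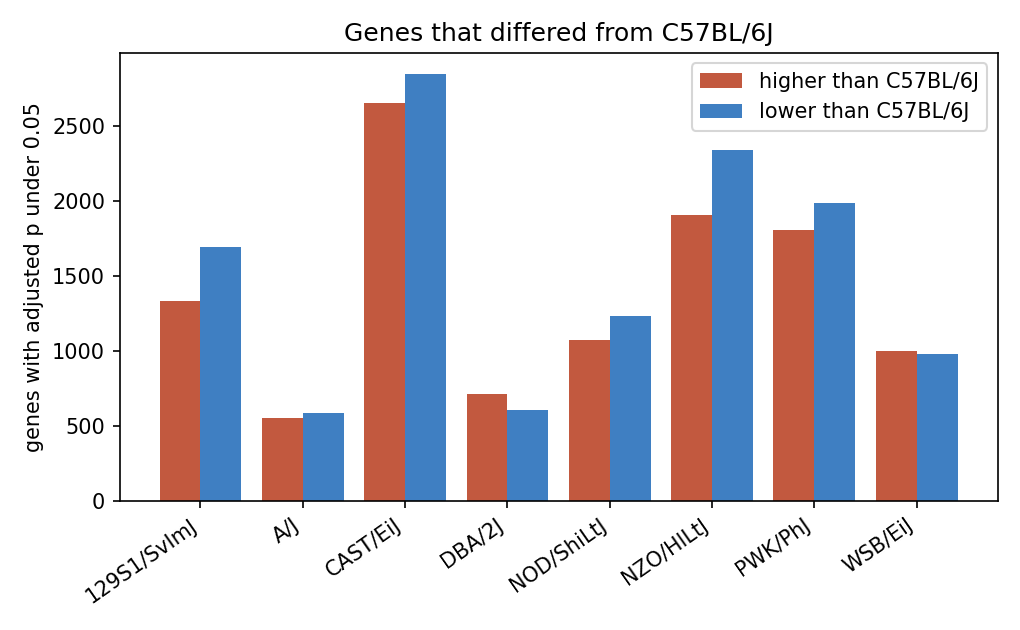
Number of genes (vertical axis, from 0) with an edgeR adjusted p under 0.05 in each strain against C57BL/6J, higher and lower shown as separate bars. CAST/EiJ had the most, with 2659 higher and 2848 lower, and A/J the fewest, with 552 higher and 583 lower.

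Among the genes called with a fitted change of at least 2-fold, the share that was lower than in C57BL/6J differed between strains. It was 67.1% of 1339 genes in 129S1/SvImJ (95% Wilson interval 64.5% to 69.5%) and 66.6% of 1838 in NZO/HlLtJ (64.4% to 68.7%). It was 59.9% of 2811 in CAST/EiJ, 56.3% of 1206 in NOD/ShiLtJ, 51.9% of 2084 in PWK/PhJ, 50% of 1267 in WSB/EiJ and 49.3% of 735 in A/J. In DBA/2J it was 43.7% of 863 genes (40.4% to 47%). These intervals treat genes as independent, which they are not, and so cover counting error only. Over the 6 fits that each left out a library the share ran from 61.4% to 68.2% in 129S1/SvImJ, from 60.7% to 65.9% in NZO/HlLtJ, from 56.9% to 58.9% in CAST/EiJ and from 49.5% to 58.1% in NOD/ShiLtJ.

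The genes with the largest changes that the rule for named genes allowed were mostly near 0 in one of the strains compared. Fold changes against strains with at most 3 counts in each library are lower bounds. Gsdma3 (ENSMUSG00000064224) had 53.9 ± 6.12 CPM in CAST/EiJ (SD, n = 3) and 0 counts in C57BL/6J, at least 460-fold higher, and Nox4 (ENSMUSG00000030562) was at least 161-fold lower in CAST/EiJ than the 17.9 ± 1.74 CPM in C57BL/6J. Acpp (ENSMUSG00000032561) had 18.7 ± 7.62 CPM in C57BL/6J (SD, n = 3) and gave the largest decrease in A/J, DBA/2J, NOD/ShiLtJ, NZO/HlLtJ and WSB/EiJ, from at least 142-fold in A/J to at least 226-fold in NZO/HlLtJ. Hist1h2al (ENSMUSG00000091383) was at least 325-fold higher in NOD/ShiLtJ and at least 170-fold higher in NZO/HlLtJ. Cyp2b19 (ENSMUSG00000066704) was at least 94.6-fold higher in WSB/EiJ, where it had 11.1 ± 6.42 CPM (SD, n = 3), and Rpl37rt (ENSMUSG00000072692) was at least 120-fold lower in PWK/PhJ. In 129S1/SvImJ, Rps3a2 (ENSMUSG00000062611) had a log2 fold change of 9.64 ± 0.68 (SE) and Cyp2b9 (ENSMUSG00000040660) one of -8.57 ± 0.4 (SE). Rps3a2 was also the largest increase in A/J, with 8.86 ± 0.68 (SE). Serpina3c gave the largest increase in DBA/2J, with a log2 fold change of 8.75 ± 0.29 (SE), and Cyp4a12b (ENSMUSG00000078597) in PWK/PhJ, with 9.64 ± 0.8 (SE). C57BL/6J had at most 5 counts of Rps3a2 and 11 of Cyp4a12b in a library, so the sizes of these 3 changes are uncertain. The edgeR adjusted p of all these changes was 1.03e-06 or lower. Rps3a2, Hist1h2al, Rpl37rt, Cyp2b9, Cyp4a12b and Serpina3c had non-whole estimated counts in at least 24 of the 27 libraries, and Cyp2b19, Acpp, Gsdma3 and Nox4 in 8 or fewer. The levels of the first 6, all members of gene families, are uncertain for that reason.

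Because all 8 comparisons shared the C57BL/6J libraries, their fold changes were correlated with no effect at all. Across genes, which are not independent replicates, the median correlation of log2 fold changes between comparisons was 0.485. A simulation of all libraries without strain effects, C57BL/6J included, gave 0.504. At an unadjusted edgeR p under 0.05, 54 genes were higher and 65 lower in all 8 comparisons, where the simulation gave 4 and 1. The simulation used independent noise and a spread set by expression level alone. It held no control library that stood apart from the others, so 4 and 1 may be too low a baseline. With adjusted p, 34 genes were higher and 33 lower in all 8; the simulation called no gene in any comparison at that threshold, and so gives no value to set beside these counts.

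Lists of genes fixed before the data were examined were compared between strains by their mean log2 CPM per library, with a permutation test on the F statistic (100000 permutations, adjusted over 11 lists). The interferon response list differed most, by 3.43 on the log2 scale between its lowest strain, CAST/EiJ (-0.11 ± 0.08, SD, n = 3), and its highest, DBA/2J (3.32 ± 0.29, SD, n = 3), with an adjusted permutation p of 5.5e-05. The hepatocyte list had the same adjusted p, with a range of 1.04 from PWK/PhJ to WSB/EiJ. Both values rest on the smallest p that the permutations can give. The acute phase list ranged over 1.99, highest in WSB/EiJ and lowest in CAST/EiJ (adjusted permutation p 0.0041). The lipogenesis list ranged over 0.76, highest in C57BL/6J and lowest in A/J (adjusted permutation p 0.018). All 15 genes of the interferon list, all 10 of the hepatocyte list and all 12 of the acute phase list were called by the edgeR test over all genes, and as many adjusted over the list alone. For lipogenesis the count was 13 of the 16 genes tested by either adjustment. The chromatin regulator list, 26 tested genes whose products write, read or erase histone and DNA methylation marks, ranged over only 0.07 (adjusted permutation p 0.99). Of its genes, 7 were called over all genes and 4 adjusted over the list alone. No difference between strains was detected for the immediate early list when replicate numbers were left out of account (adjusted permutation p 0.34, 3 genes called over all genes and 0 adjusted over the list alone), but without PWK/PhJ replicate 3 its adjusted p was 0.037, the lowest of the 27 permutation tests that each left out a library, which reached 0.61. This list differed with the replicate number: replicate 1 was the highest library in 6 of the 7 strains that have one, by 0.75 on average on the log2 scale (exact two-sided permutation p 0.00091, adjusted over 11 lists 0.01). That test was chosen after the data were examined, and for none of the other 10 lists was its adjusted p under 0.05. With the replicate effect removed, the strain effect on the immediate early list had an adjusted permutation p of 0.0039. That test does not count the degrees of freedom spent on the removal.

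Lists for other liver cells also differed between strains. The Kupffer cell list ranged over 2.16 on the log2 scale, highest in C57BL/6J (3.92 ± 0.27, SD, n = 3) and lowest in 129S1/SvImJ (1.76 ± 0.59, SD, n = 3), with an adjusted permutation p of 0.014. The liver endothelial cell list ranged over 2.36, from 2.58 ± 0.43 in NZO/HlLtJ to 4.94 ± 0.91 in PWK/PhJ (SD, n = 3; adjusted permutation p 0.017). Without PWK/PhJ replicate 1, which had the highest endothelial list mean, its adjusted p was 0.059, the highest of the permutation tests that each left out a library, of which the lowest gave 0.0073. The stellate cell list ranged over 1.55 between the same strains (adjusted permutation p 0.018). All 11 Kupffer and 10 endothelial list genes were called over all genes and adjusted over the list alone, and 7 of the 10 stellate list genes by either adjustment. The lymphocyte list had only 2 tested genes and differed with an adjusted permutation p of 0.031, which was 0.072 without WSB/EiJ replicate 4 and as low as 0.008 without C57BL/6J replicate 4; 1 gene was called by either adjustment. The erythroid list ranged over 2.78, highest in C57BL/6J and lowest in CAST/EiJ (adjusted permutation p 0.038), with 4 genes called over all genes and 6 adjusted over the list alone. Its adjusted p was 0.1 without C57BL/6J replicate 1 and 0.05 or more in 10 of the 27 permutation tests that each left out a library, with a lowest value of 0.021.

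**Figure D4:**
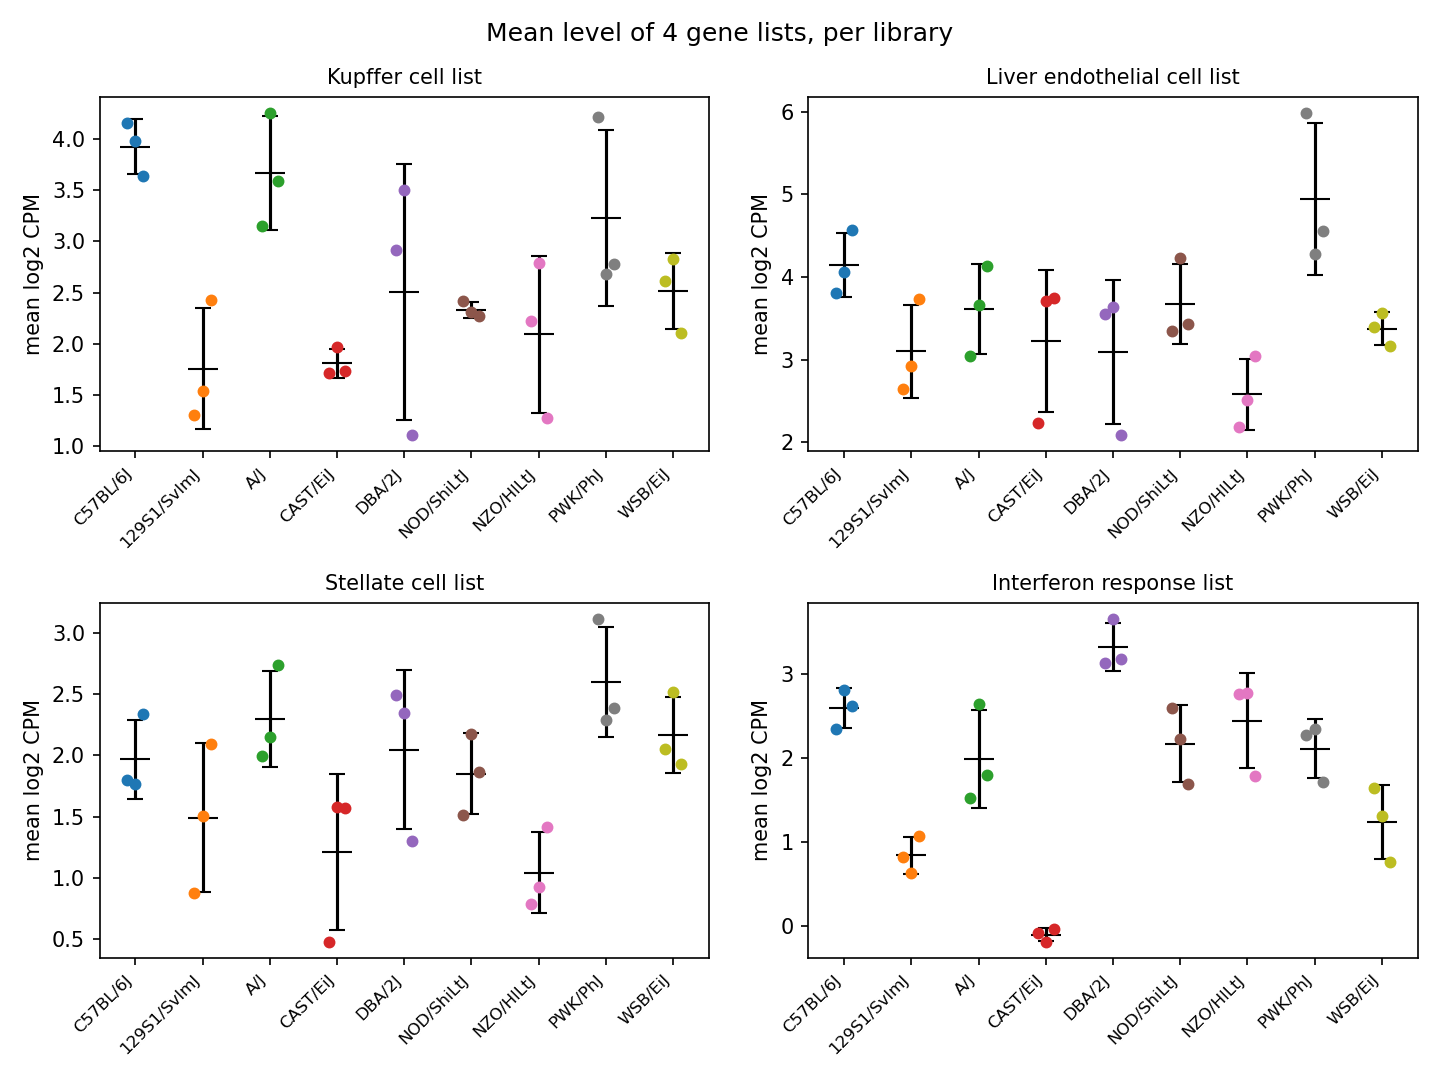
Mean log2 CPM (vertical axis) of the Kupffer cell, liver endothelial cell, stellate cell and interferon response lists in each of the 27 libraries. Points are libraries and black bars are the mean ± SD of 3 libraries; the Kupffer cell list was highest in C57BL/6J (3.92) and the interferon list lowest in CAST/EiJ (-0.11).

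The share of variance between strains was set against genes of similar level for the chromatin regulators, since the series relates expression to the marks they place. The median share over the 26 genes was 46.3%. Random lists of the same size matched on mean expression had a median of 65.2%, and 0 of 10000 such lists lay as low. The percentile was 0 also with matching in 10 bins, with a prior count of 0.5 and with lists drawn from protein-coding genes only, an alternative chosen after the data were examined.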

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

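The library similarity kept its direction and its side of the threshold under each alternative run, with differences from 0.0248 without a filter to 0.0724 with a mean of at least 10 counts. The count of genes that differ among the 9 strains stayed within 1.5 times, with 9915 to 11445 genes across other size factors, filters, DESeq2, counts without rounding and removal of the GC trend, and 10352 to 11244 across the 27 fits that each left out a library. The counts for each strain against C57BL/6J stayed within 1.5 times of the reported ones under other size factors, other filters, DESeq2, counts without rounding and removal of the GC trend. Removal of the GC trend turned the majority of all calls from lower to higher in CAST/EiJ, NZO/HlLtJ, PWK/PhJ and A/J, and moved the share of lower genes in 129S1/SvImJ from 56% to 50.5%. It moved the share of lower genes among calls of at least 2-fold from 59.9% to 56.6% in CAST/EiJ and from 66.6% to 63.7% in NZO/HlLtJ.

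The fit on the 6 libraries of 2 strains alone gave 624 genes for A/J and 2265 for PWK/PhJ, with fewer libraries behind the estimate of the spread. With the Kupffer cell and endothelial list means as covariates, an alternative chosen after seeing the data, the counts were 669 for 129S1/SvImJ, 983 for NZO/HlLtJ, 1219 for NOD/ShiLtJ, 2698 for CAST/EiJ and 1738 for A/J; the first 4 fell and the last rose. The counts for DBA/2J, PWK/PhJ and WSB/EiJ stayed within 1.5 times. How much of this comes from the covariates' overlap with the strains is tested under the other observations.

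Across the 6 fits that each left out a library, the counts ran from 1493 to 4279 for 129S1/SvImJ, from 1278 to 2940 for NOD/ShiLtJ and from 2288 to 5112 for NZO/HlLtJ, each lowest without C57BL/6J replicate 4 and highest without C57BL/6J replicate 1. C57BL/6J replicate 1 stood apart from the other libraries of its strain. Its chi-square statistic per degree of freedom was 98.17 against replicate 2 and 112.8 against replicate 4. Between replicates 2 and 4 the statistic was 26.4. Its TMM factor was 1.023, against 0.85 and 0.863. Without replicate 1 the count also rose in CAST/EiJ (5923) and PWK/PhJ (3888). It fell in A/J (918), DBA/2J (1196) and WSB/EiJ (1704). Whether this library's distance from the others set the counts was not tested. For A/J, CAST/EiJ, DBA/2J, PWK/PhJ and WSB/EiJ they stayed within 1.5 times. The majority of all calls turned from lower to higher in 129S1/SvImJ, CAST/EiJ and NOD/ShiLtJ without C57BL/6J replicate 1, and single libraries also turned the majorities of A/J, NOD/ShiLtJ and WSB/EiJ. Across the 27 fits that each left out a library, the adjusted permutation p ran from 0.0073 to 0.059 for the liver endothelial cell list (highest without PWK/PhJ replicate 1), from 0.008 to 0.072 for the lymphocyte list (without WSB/EiJ replicate 4), from 0.021 to 0.1 for the erythroid list (without C57BL/6J replicate 1) and from 0.037 (without PWK/PhJ replicate 3) to 0.61 for the immediate early list. The cause was not tested for these lists either. The other lists stayed on their side of the threshold under each alternative, and each gene named with a test kept its adjusted p under 0.05, and its direction where it was compared with C57BL/6J, under DESeq2, other size factors, GC removal and the fits that each left out a library.

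Strains share replicate numbers in the labels. Deviations from the strain means had a median correlation of 0.023 over the 76 pairs of libraries with the same number in different strains, 17 of them over 0.1, and of -0.005 over the 248 pairs with different numbers. Over all genes the numbers are therefore not taken to pair the libraries, although the immediate early list was higher in replicate 1. With the replicate number as a block, the strain effect had 9350 genes and the immediate early list an adjusted permutation p of 0.0039, from a test that does not count the degrees of freedom spent on removing the replicate effect. The strain effect on Xist had an edgeR adjusted p of 0.0522 with the block, where its other alternatives gave 0.000241 to 0.0183. The cause of both changes was not tested. The block changed no other call of the lists or of the genes named with a test, and no count of genes moved by over 1.5 times.

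Depth limits the genes near 0: 3 counts in the least deep library correspond to 0.155 CPM, so that levels near that are uncertain, and fold changes against strains with 3 counts or fewer in each library are given as lower bounds.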

Other observations

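The tests on list covariates, on GC content and the direction of calls, on the Kupffer cell list against the stellate cell list, on transcript length and replicate spread, and on neighbours within single mice were chosen after the results they bear on were seen. The strains in the test of the lists of other liver cells were those with the largest shares of lower genes, so that choice followed the result too. The remaining tests were written before.

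Random groupings did not give these results. Of 100 regroupings of the 27 libraries, the real one included, 1 gave as many genes differing among groups (the largest other number was 549) and 1 gave as large a median share of variance. For each of the 8 comparisons with C57BL/6J, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, which is the smallest share that 10 splits allow, so that these comparisons cannot be told apart from a lucky split by this count alone. The largest number from another split was 1858 for PWK/PhJ, against 3797, and 20 or fewer for the remaining strains.

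The excess of lower genes in some strains asks for a technical explanation first. Reads of strains that differ much from the reference could be lost in alignment, which would make CAST/EiJ and PWK/PhJ, derived from wild mice of other subspecies, hold the largest shares of lower genes among calls of at least 2-fold. Of the other 6 strains, 3 had a larger share than PWK/PhJ (51.9%), and 129S1/SvImJ (67.1%) and NZO/HlLtJ (66.6%) lay above CAST/EiJ (59.9%), which argues against lost reads as the whole cause of this ranking. The last of the 3, NOD/ShiLtJ, fell to 49.5% without its replicate 3. The share in PWK/PhJ ran from 49% without its replicate 3 to 56.4% without its replicate 1, so its place beside NOD/ShiLtJ (56.3%) is uncertain. The shares of 129S1/SvImJ (61.4% or more) and NZO/HlLtJ (60.7% or more) stayed above this in each fit that left out a library. With the Kupffer cell and endothelial list means as covariates, PWK/PhJ (57%) and CAST/EiJ (50.5%) held the largest shares. They then lay above 129S1/SvImJ (46.5%) and NZO/HlLtJ (44.2%). Lost reads would give that order, but these covariates overlap with the strains. Whether lost reads play a part therefore stays open. A trend with GC content is argued against as the whole cause of the excess among calls of at least 2-fold, since with the trend removed the share was 63.7% in NZO/HlLtJ and 65.1% in 129S1/SvImJ. It is argued against as the cause of the number of calls too, since the lowest ratio of calls with and without the correction over the 8 comparisons was 1.01. The mean TMM factor was highest in NZO/HlLtJ (1.201), CAST/EiJ (1.151) and 129S1/SvImJ (1.144), against 0.912 in C57BL/6J. It was 1.067 in NOD/ShiLtJ, 1.025 in PWK/PhJ and 0.974 in DBA/2J. A/J (0.825) and WSB/EiJ (0.808) had the lowest. Whether this difference between libraries bears on the excess of lower genes was not tested.

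The smaller excess of lower genes among all calls is another matter. With the GC trend removed, the share of lower genes went from 55.1% to 49.8% in NZO/HlLtJ, from 56% to 50.5% in 129S1/SvImJ and from 51.7% to 46.1% in CAST/EiJ. The share went from 52.4% to 49.5% in PWK/PhJ and from 51.4% to 49.5% in A/J. In NOD/ShiLtJ it went only from 53.5% to 51.6%, so that part of the excess stayed there. In NOD/ShiLtJ it went from 53.5% to 51.6%, so that the majority there stayed lower (1186 higher, 1266 lower). The share also fell in strains without such an excess, from 49.5% to 46.2% in WSB/EiJ and from 46% to 45% in DBA/2J. Leaving out C57BL/6J replicate 1 also removed the excess in 129S1/SvImJ (49.4%), CAST/EiJ (49.5%) and NOD/ShiLtJ (48.1%). It did not do so in NZO/HlLtJ (51.4%) or PWK/PhJ (51.6%), and in A/J the share rose from 51.4% to 54.6%. The excess thus rests in part on that library in some strains only. The excess over all calls cannot be told apart from a GC trend, because all 8 comparisons share the C57BL/6J libraries and a trend in these would move each comparison the same way.

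A candidate explanation of the excess among large calls is that the C57BL/6J libraries held more RNA from other liver cells. The Kupffer cell, endothelial, stellate and lymphocyte lists were lower than in C57BL/6J in 12 of 12 combinations with 129S1/SvImJ, NZO/HlLtJ and CAST/EiJ, although the lymphocyte list rested on 2 genes. These are the 3 strains with the largest shares of lower genes, so they were picked by the result. The 12 combinations are not independent, since they share the C57BL/6J libraries and the lists move together. Within strains the endothelial and stellate lists had a correlation of 0.94. In the 5 other strains 11 of 20 combinations were lower. The erythroid list, which is not in this count, was lower than in C57BL/6J in every other strain, with or without an excess. Its change ran from -0.49 in NOD/ShiLtJ to -2.78 in CAST/EiJ, and was -2.15 in DBA/2J. The Kupffer cell list changed by -1.41 and the endothelial list by -0.77 in WSB/EiJ, where 50% of the large calls were lower, and by -1.42 and -1.05 in DBA/2J, where 43.7% were lower, so that a drop in these lists also occurred without an excess. No gene is in more than 1 of the lists, and how far hepatocytes themselves express these genes was not measured. The most abundant genes of the Kupffer cell list, Clec4f and Cd5l, averaged 60.9 and 59.7 CPM in C57BL/6J and 17.4 and 13.2 CPM in 129S1/SvImJ. The Kupffer cell list lay 2.16 lower in 129S1/SvImJ on the log2 scale, and the stellate list 0.48 lower. The Kupffer cell list minus the stellate list differed over all strains together (permutation p 0.039, 100000 permutations, unadjusted). This pair of lists was chosen after its gap had been seen. The difference was 1.96 ± 0.58 in C57BL/6J and 0.27 ± 0.21 in 129S1/SvImJ (SD, n = 3 each). In NZO/HlLtJ it was 1.05 ± 1.05 (SD, n = 3), within the spread. C57BL/6J had the largest difference of all strains. The difference was also low in WSB/EiJ (0.35 ± 0.2) and DBA/2J (0.46 ± 0.67), which had no excess (SD, n = 3 each). The gap to C57BL/6J was therefore not specific to strains with an excess. Whether all other cells were lost by the same factor is not decided by this test, since hepatocyte expression of these genes was not measured. A change in the mix of the other cells, or in the expression of these genes within them, stays open.

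With the Kupffer cell and endothelial list means as covariates, the share of lower genes among calls of at least 2-fold was 44.2% in NZO/HlLtJ and 46.5% in 129S1/SvImJ; 2823 of the 14461 genes in that fit changed with the lists. The same covariates lowered the share in strains without an excess, from 43.7% to 34.9% in DBA/2J, from 50% to 40.3% in WSB/EiJ and from 49.3% to 45.5% in A/J, and raised it from 51.9% to 57% in PWK/PhJ. Other cells as the whole cause of the excess cannot be told apart from a shift that the covariates bring to most comparisons, since these share the C57BL/6J libraries. Covariates that differ between strains also take up strain effects that have nothing to do with them. Sets of covariates with the same strain means, but with the deviations shuffled among the 3 libraries of each strain, measured that part. The number of shuffled sets was raised from 20 to 60 after the first 20 had been seen. As few calls in NZO/HlLtJ as with the real covariates came from 3 of the 60 sets. The shuffled sets gave a median of 2763 calls there, against 4249 without covariates. As few came from 12 sets in 129S1/SvImJ, 16 in CAST/EiJ and 27 in NOD/ShiLtJ. The fall in the number of calls in these strains may therefore come from this overlap alone. In A/J the real covariates gave 1738 calls, above the highest of the 60 sets (1330). In PWK/PhJ they gave 3862, above a highest of 3503. Such overlap is argued against as the cause of the rise in A/J. The share of lower genes, averaged over 129S1/SvImJ and NZO/HlLtJ, was 66.8% without covariates, 45.4% with the real ones and 62.4% at the median of the shuffled sets, and 1 of 60 sets was as low. In A/J, DBA/2J and WSB/EiJ 0 of the 60 sets were as low as the real covariates. The shift in direction is therefore more than such overlap usually gave, but it is not specific to the strains with an excess, and whether other cells account for any part of that excess stays open. Whether the difference arose in the livers or in the isolation of the hepatocytes was not tested, since strain and isolation are not separated in this design.

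Chromatin regulators varied less between strains than genes of similar level, with a median share of 46.3% against 65.2%. Long transcripts measured alike in all strains are argued against as the cause, because 3 of 10000 random lists matched on expression and transcript length had as low a share. Noisier measurement is argued against as well, because the list's median SD within strains lay at the 58.5 percentile of matched lists, while the SD of its strain means (0.181 against 0.264 on the log2 scale) was as low in 7 of 10000. That expression of these genes may be held more constant between strains than expression of other genes is a hypothesis. The list was short and chosen by hand, and 4 of its genes differed between strains adjusted over the list alone.

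Neighbouring genes shared strain patterns to a small degree. Adjacent protein-coding genes 10 kb to 1 Mb apart had a median correlation of strain means of 0.073 across 6976 pairs, and pairs on different chromosomes one of -0.008, which is what local sequence differences acting on several genes would give. These pairs do not overlap, and the median was 0.059 without pairs of similar symbols. This argues against reads shared between overlapping or similarly named genes as the whole cause. Paralogs with dissimilar symbols were not left out, so reads shared between them stay open. Of 1000 shuffled gene orders, 0 gave as large a value (the highest was 0.021), which tests chance but not shared reads. Neighbours also moved together in single mice of a strain, with a median correlation of deviations of 0.045, against 0.002 for different chromosomes. With that part subtracted, 0 of 1000 shuffled orders gave as large a covariance between strains, which argues against shared variation in single mice as the whole cause. At 1 to 5 Mb the median was -0.012. The data are consistent with local sequence differences between strains, but shared regulation of neighbouring genes by factors elsewhere in the genome was not tested and stays open.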
